# Profiling of testis-specific long noncoding RNAs in mice

**DOI:** 10.1186/s12864-018-4931-3

**Published:** 2018-07-16

**Authors:** Seong Hyeon Hong, Jun Tae Kwon, Jihye Kim, Juri Jeong, Jaehwan Kim, Seonhee Lee, Chunghee Cho

**Keywords:** *cis*-acting, Long noncoding RNA, Spermatogenesis, Testis, Testis-specific lncRNAs

## Abstract

**Background:**

Spermatogenesis, which is the complex and highly regulated process of producing haploid spermatozoa, involves testis-specific transcripts. Recent studies have discovered that long noncoding RNAs (lncRNAs) are novel regulatory molecules that play important roles in various biological processes. However, there has been no report on the comprehensive identification of testis-specific lncRNAs in mice.

**Results:**

We performed microarray analysis of transcripts from mouse brain, heart, kidney, liver and testis. We found that testis harbored the highest proportion of tissue-specific lncRNAs (11%; 1607 of 14,256). Testis also harbored the largest number of tissue-specific mRNAs among the examined tissues, but the proportion was lower than that of lncRNAs (7%; 1090 of 16,587). We categorized the testis-specific lncRNAs and found that a large portion corresponded to long intergenic ncRNAs (lincRNAs). Genomic analysis identified 250 protein-coding genes located near (≤ 10 kb) 194 of the loci encoding testis-specific lincRNAs. Gene ontology (GO) analysis showed that these protein-coding genes were enriched for transcriptional regulation-related terms. Analysis of male germ cell-related cell lines (F9, GC-1 and GC-2) revealed that some of the testis-specific lncRNAs were expressed in each of these cell lines. Finally, we arbitrarily selected 26 testis-specific lncRNAs and performed in vitro expression analysis. Our results revealed that all of them were expressed exclusively in the testis, and 23 of the 26 showed germ cell-specific expression.

**Conclusion:**

This study provides a catalog of testis-specific lncRNAs and a basis for future investigation of the lncRNAs involved in spermatogenesis and testicular functions.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4931-3) contains supplementary material, which is available to authorized users.

## Background

Spermatogenesis is the complex and tightly regulated differentiation process through which haploid spermatozoa are produced in the seminiferous tubules of the testis. This process can be divided into three successive phases: the mitotic division of spermatogonia, the meiosis of spermatocytes and the morphological change of spermatids during spermiogenesis [1]. It is expected that a highly organized intrinsic genetic network is responsible for controlling spermatogenesis in the testis, and that the elucidation of the underlying molecular mechanism will help us further understand male germ cell development. The previous studies have largely focused on identifying and characterizing protein-coding genes [2] and small noncoding RNAs, such as microRNAs (miRNAs) [3] and piwi-interacting RNAs (piRNAs) [4], in the mouse testis. However, a recent transcriptomic analysis revealed that there is pervasive transcription of long noncoding RNAs (lncRNAs) in the mouse testis [5].

LncRNAs are arbitrarily defined as noncoding RNAs longer than 200 nucleotides. Compared with protein-coding transcripts, they tend to be shorter and have lower expression levels, fewer exons, less sequence conservation and more tissue and cell type-specific expression patterns [6–11]. Studies have shown that lncRNAs are novel regulatory molecules involved in processes of genetic regulation, including transcription [12, 13], epigenetic modification [14, 15], alternative splicing of pre-mRNAs [16, 17] and mRNA stabilization or decoy functions [18, 19]. lncRNAs have also been shown to play important roles in other biological processes, including cell differentiation [19–21] and tissue development [21, 22].

Recent studies have identified lncRNAs in the mouse testis and examined their biological roles during male germ cell development [23–27]. However, although numerous studies have investigated the protein-coding genes that show tissue-specific expression and play important roles during spermatogenesis, no previous study has comprehensively identified and characterized the mouse testis-specific lncRNAs.

Here, we used microarray analysis to profile the previously annotated lncRNAs and mRNAs expressed in various mouse tissues, including testis. By comparing the lncRNA and mRNA expression profiles among the tissues, we identified lncRNAs and mRNAs that showed differential expression in each tissue. We found that testis has the largest number of tissue-specific lncRNAs. We also profiled lncRNA and mRNA expression in three mouse male germ cell-related cell lines (F9, GC-1 and GC-2). To the best of our knowledge, this is the first study to identify mouse testis-specific lncRNAs and analyze their characteristics. Our data provide a valuable resource for future investigation of the lncRNAs that are involved in male germ cell development and testicular functions.

## Results

### Identification of lncRNAs and mRNAs in mouse tissues

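RNA from brain, heart, kidney, liver and testis of 8-week-old male mice and from 3 mouse cell lines was labeled with Cy3 and hybridized to 24 arrays, 3 for each tissue or cell line. The cell lines were F9, an embryonal carcinoma line, GC-1, an immortalized line with features between type B spermatogonia and primary spermatocytes, and GC-2, a line with features of spermatocytes. The paper's methods describe the 3 arrays of a tissue as biological replicates. Agilent's Feature Extraction software gave each of 60804 transcript probes a processed signal, which is its intensity after background subtraction and detrending, and flags for a signal above background. The authors deposited these intensities without normalization between arrays. Here the intensities were put on the log2 scale and the 75th percentile of each array was subtracted, so that a level of 0 equals the 75th percentile of the array. That percentile corresponded to intensities from 30.7 on liver replicate 2 to 384 on testis replicate 1. A transcript was counted as detected in a tissue or cell line where its probe was well above background on all 3 arrays. Between 18257 (liver replicate 1) and 37393 (testis replicate 1) probes per array were well above background. The 95th percentile of the negative control spots was 13.6 on liver replicate 1 and between 2.97 and 4.97 on the other arrays. Replicate 1 of all 8 groups was hybridized on 1 slide. Replicates 2 and 3 of brain, kidney, liver and testis were on a second slide, and those of heart and the cell lines on another. The number of arrays, 3 per group, limits the precision of every value. Whether a probe stands for an lncRNA or an mRNA could be read here for 3478 probes (5.72%), so that most counts cover both classes together.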

To identify lncRNAs and mRNAs expressed in major tissues (brain, heart, kidney, liver and testis) in ICR mice and germ cell-related cell lines (F9, GC-1 and GC-2) in mice, we performed a microarray analysis using the Arraystar mouse lncRNA microarray V3.0, which contains probes for 35,923 lncRNAs and 24,881 mRNAs (Fig. 1). The expression profiles obtained from this analysis are summarized in Table 1 and Additional file 1.

**Fig. 1:**
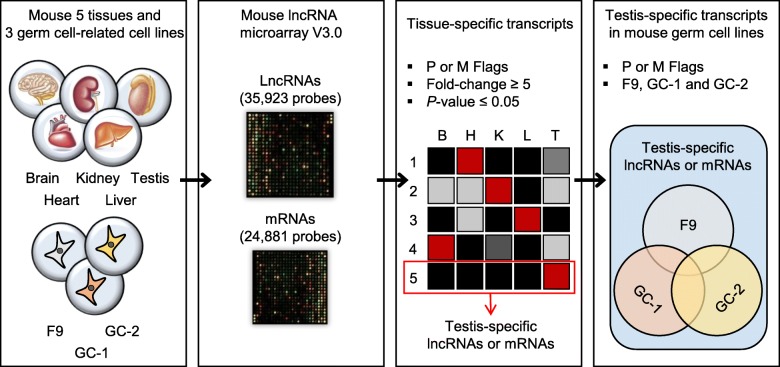
Schematic diagram of the expression profiles of lncRNAs and mRNAs in mouse major tissues and germ cell-related cell lines

**Table 1:** Summary of the microarray results obtained in five mouse tissues and three mouse cell lines

	lncRNAs	mRNAs	lncRNAs	mRNAs
Tissues	Total expressed		Specifically expressed	
Brain	12,832	15,579	595	553
Heart	10,086	13,354	104	89
Kidney	9915	13,319	102	106
Liver	6290	9431	48	76
Testis	14,256	16,487	1607	1090
Germ cell-related cell lines	Total expressed		Testis-specific	
F9	9065	12,512	128	187
GC-1	10,571	13,492	143	167
GC-2	10,652	13,443	126	175

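With lncRNAs and mRNAs counted together, 33639 transcripts (55.3% of the probes) were detected in testis and 29086 (47.8%) in brain. Heart had 24179 detected transcripts, kidney 24044 and liver 16277, the last being 26.8% of the probes. In the cell lines, 22345 transcripts were detected in F9, 24895 in GC-1 and 24868 in GC-2. Every testis array had more probes well above background, 34999 or more, than any array of another tissue, of which brain replicate 1 had the most with 33692. The flag depends on the overall brightness of an array, and the 75th percentile of the testis arrays was the highest of the 8 groups. With 1 common threshold at a normalized log2 level of -2.65 on all arrays, brain had the most detected transcripts, 26511, ahead of 25741 in testis, and liver had 22076. With the less strict flag for a positive and significant signal, the numbers rose to 41650 in testis, 38019 in brain and 23811 in liver.

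**Figure D1:**
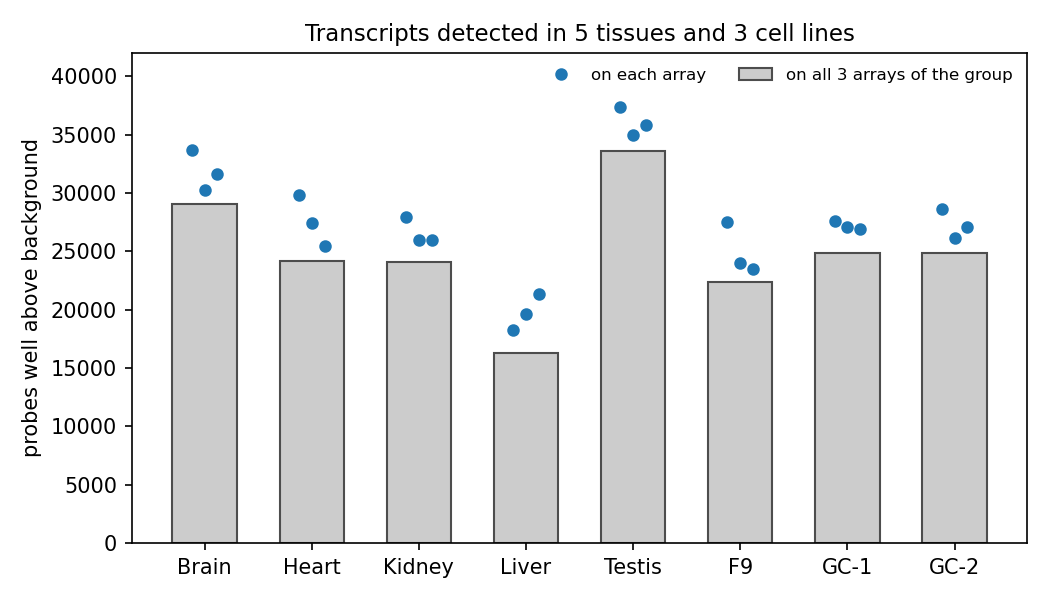
Number of probes well above background (vertical axis) in each tissue and cell line (horizontal axis), as bars for probes flagged on all 3 arrays of the group and as points for each array. The testis bar stands at 33639 and the liver bar at 16277, and the 3 testis points lie between 34999 and 37393.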

The maximal numbers of both lncRNAs (14,256) and mRNAs (16,587) were observed in testis compared to the other tissues, suggesting that testis is characterized by a high level of transcriptomic diversity and complexity. To perform tissue-specific expression profiling, we compared the expression levels of transcripts among the five tissues across three microarray experiments and classified the transcripts as present (P), marginal (M) or absent (A) of which expression level was lower than the background level. We regarded a transcript as a tissue-specific lncRNA or mRNA with the expression showing a fold-change ≥5 and *P*-value ≤0.05 for a tissue relative to the others and with three independent P or M only in the tissue. We found that testis exhibited the largest numbers of tissue-specific lncRNAs (1607) and mRNAs (1090) among the analyzed tissues (Table 1, Fig. 2a and Additional file 2). 

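Tissue-specific transcripts were called here from the 15 tissue arrays. A transcript had to be detected on all 3 arrays of the tissue and on all 3 arrays of no other tissue, and to be at least 5-fold higher than in each of the other 4 tissues. Its adjusted p from limma with Benjamini-Hochberg adjustment over 60804 probes had to be 0.05 or less in each of the 4 comparisons. With lncRNAs and mRNAs counted together, 3056 transcripts were specific to testis, 823 to brain, 292 to liver, 284 to kidney and 270 to heart. These were 9.08% of the transcripts detected in testis, 2.83% in brain, 1.79% in liver, 1.18% in kidney and 1.12% in heart. For 2277 of the 3056 testis-specific transcripts, no array of another tissue was well above background.
With each array left out in turn, the testis number stayed between 2959 and 3152. The liver number lay between 281 and 362, the highest being without liver replicate 1. The paper's Table S2 divides same-numbered arrays by each other, so the replicate number was also entered as a replicate block in the fit, which gave 3055 testis-specific transcripts, all of them among the 3056. The deviations of the replicate 1 arrays from their tissue means correlated between tissues with a median r of 0.26 across transcripts, which are not independent replicates. With a normexp background correction, an alternative chosen after the data were seen, the numbers fell to 1523 in testis, 225 in brain, 138 in liver, 78 in kidney and 49 in heart. Testis had the most tissue-specific transcripts under every alternative that was run. The common threshold on the normalized scale, which put brain ahead of testis in detected transcripts, was not run for tissue-specific ones.
Among the lncRNAs that could be identified here, the 2 with the largest difference over the nearest other tissue are named for each tissue, apart from 4 that were also used for qRT-PCR. In testis this was NR_028107 (Kcnmb4os1, whose gene lies on chromosome 10 of GRCm38 from 116418121 to 116421235), with a log2 level of 7.52 ± 0.07 (SD, n = 3). It was at least 448-fold above each other tissue, and above all 12 of their arrays, with an adjusted p of 2.46e-13 over liver from limma with Benjamini-Hochberg adjustment. In brain, AK079356 (intergenic, chromosome 4 from 56957174 to 56959609) was at least 214-fold and uc009scm.1 (in Mobp, chromosome 9 from 120149742 to 120181484) at least 137-fold above each other tissue. ENSMUST00000169099 (Nrap) was at least 113-fold higher in heart. ENSMUST00000124528 (Gm853) was at least 233-fold higher in kidney, and ENSMUST00000126217 (Mup-ps12) at least 5104-fold in liver. A signal that was not well above background was set to the lowest one on its array that was. For that reason these folds are lower bounds, with the scaling and background correction used here. From the numbers of expressed transcripts the paper proposes a diverse and complex testis transcriptome, and it states that testis also has the most tissue-specific ones.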

The testis-specific lncRNAs were more abundant than the testis-specific mRNAs, even though there were fewer total lncRNAs than mRNAs in this tissue (Fig. 2b). We speculated that these newly identified testis-specific lncRNAs could be involved in regulating testicular gene expression and/or functions.

**Fig. 2:**
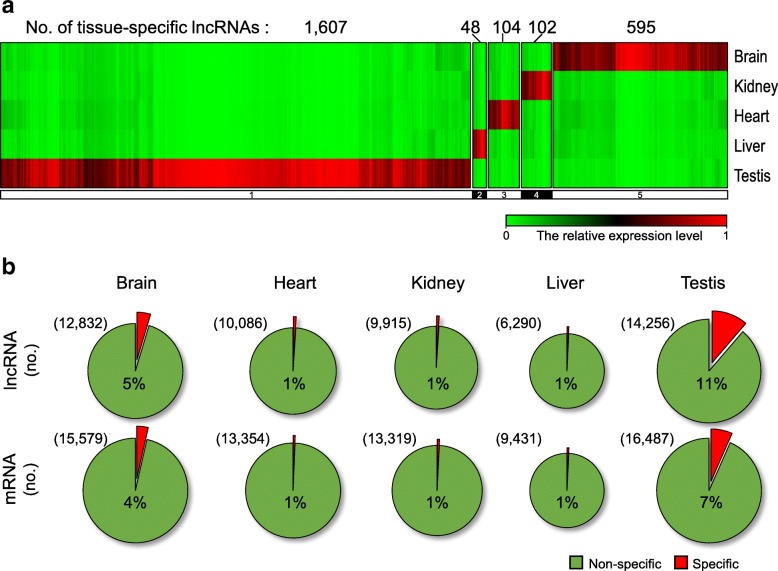
Characteristics of the identified tissue-specific lncRNAs and mRNAs. **a** Heat map showing the relative expression levels of the lncRNAs that exhibited differential expression in five major mouse tissues. Red and green colors indicate higher and lower expression levels, respectively. **b** The percentage of tissue-specific lncRNAs and mRNAs in each mouse tissue

To validate our microarray-based selection of tissue-specific lncRNAs, we performed quantitative real-time PCR (qRT-PCR) on several arbitrarily selected tissue-specific lncRNAs (Fig. 3). As controls, we used ENSMUST00000161380, an lncRNA that is predicted to be ubiquitously expressed and the transition protein 1 (*Tnp1*) gene, which encodes a testis-specific mRNA [28]. 

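On the arrays, the probe for ENSMUST00000161380 (Gas5, a bidirectional lncRNA on chromosome 1 of GRCm38 from 161035163 to 161037546) was well above background on all 24 arrays. The array annotation lists other Gas5 isoforms that the same probe also matches. Its log2 level was 5.90 ± 0.20 (SD, n = 3) in brain, 5.75 ± 0.48 in heart, 6.52 ± 0.23 in kidney, 7.26 ± 0.30 in liver and 4.13 ± 0.18 in testis. In the cell lines it was 6.72 ± 0.15 in F9, 5.64 ± 0.78 in GC-1 and 6.28 ± 1.58 in GC-2. The level in testis differed from that in liver by -3.13 on the log2 scale (standard error 0.27, adjusted p = 5.70e-08 from limma with Benjamini-Hochberg adjustment) and from that in heart by -1.62 (standard error 0.27, adjusted p = 7.05e-05). It was lower in testis than in the other tissues under each scaling that was run. With the scaling read from Table S2, chosen after the data were seen, the difference from heart was -0.57 (adjusted p = 0.0795 from limma with Benjamini-Hochberg adjustment, the highest of a range from 3.58e-05 over the alternatives).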

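The lncRNAs named in Fig. 3 were looked up on the tissue arrays under the names printed there. ENSMUST00000125187, an exonic sense lncRNA of Gap43 on chromosome 16 of GRCm38 from 42248458 to 42276072, had a log2 level of 7.31 ± 0.07 (SD, n = 3) in brain. It exceeded heart, the nearest tissue, by 8.96 on the log2 scale (standard error 0.35, adjusted p = 6.03e-11 from limma with Benjamini-Hochberg adjustment). It was also detected in all 3 cell lines, with levels of 5.16 ± 0.45 in F9, -1.78 ± 0.17 in GC-1 and 0.99 ± 0.66 in GC-2. ENSMUST00000097531 (Gm5532, whose gene spans chromosome 1 from 155520173 to 155527111) had a level of 5.84 ± 0.14 in heart and was at least 140-fold above each other tissue. NR_102276 (AI314278, gene on chromosome 7 from 89426306 to 89432077) had a level of 5.21 ± 0.05 in kidney, at least 90.2-fold above the others. ENSMUST00000120145 (Mup-ps18, gene on chromosome 4 from 61874703 to 61883317) had a level of 11.96 ± 0.64 in liver, at least 22692-fold above the others. NR_038002 (1700027A15Rik, intergenic, chromosome 1 from 73024586 to 73025508) had a level of 8.38 ± 0.30 in testis and was at least 812-fold higher there. AK018904, an exonic antisense lncRNA on chromosome 17 from 32634702 to 32635134, had a level of 6.42 ± 0.16 in testis and was at least 209-fold higher there. Under an alternative, the fitted log2 difference of each lncRNA given here with a lower bound fell below that bound. It fell to 11.77 against a bound of 14.47 on the log2 scale for ENSMUST00000120145 and to 5.52 against 7.13 for ENSMUST00000097531. For NR_102276 it fell to 4.99 against 6.49, for NR_038002 to 8.86 against 9.67 and for AK018904 to 6.96 against 7.70. For each of these 6 lncRNAs, all 3 arrays of the tissue lay above the 12 arrays of the other tissues, and the adjusted p over the nearest tissue was 9.21e-09 or less (limma with Benjamini-Hochberg adjustment). All 6 met the criteria for their tissue, and they also did under each scaling that was run.
The calls depended more on which flag stood for absence. Only NR_102276 and NR_038002, 2 of the 6, were called with the less strict flag for a positive and significant signal, since the others had such signals on all 3 arrays of another tissue. With single arrays left out, ENSMUST00000125187 was not called without heart replicate 2, ENSMUST00000097531 not without brain replicate 3 or testis replicate 1, and AK018904 not without brain replicate 2.

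**Figure D2:**
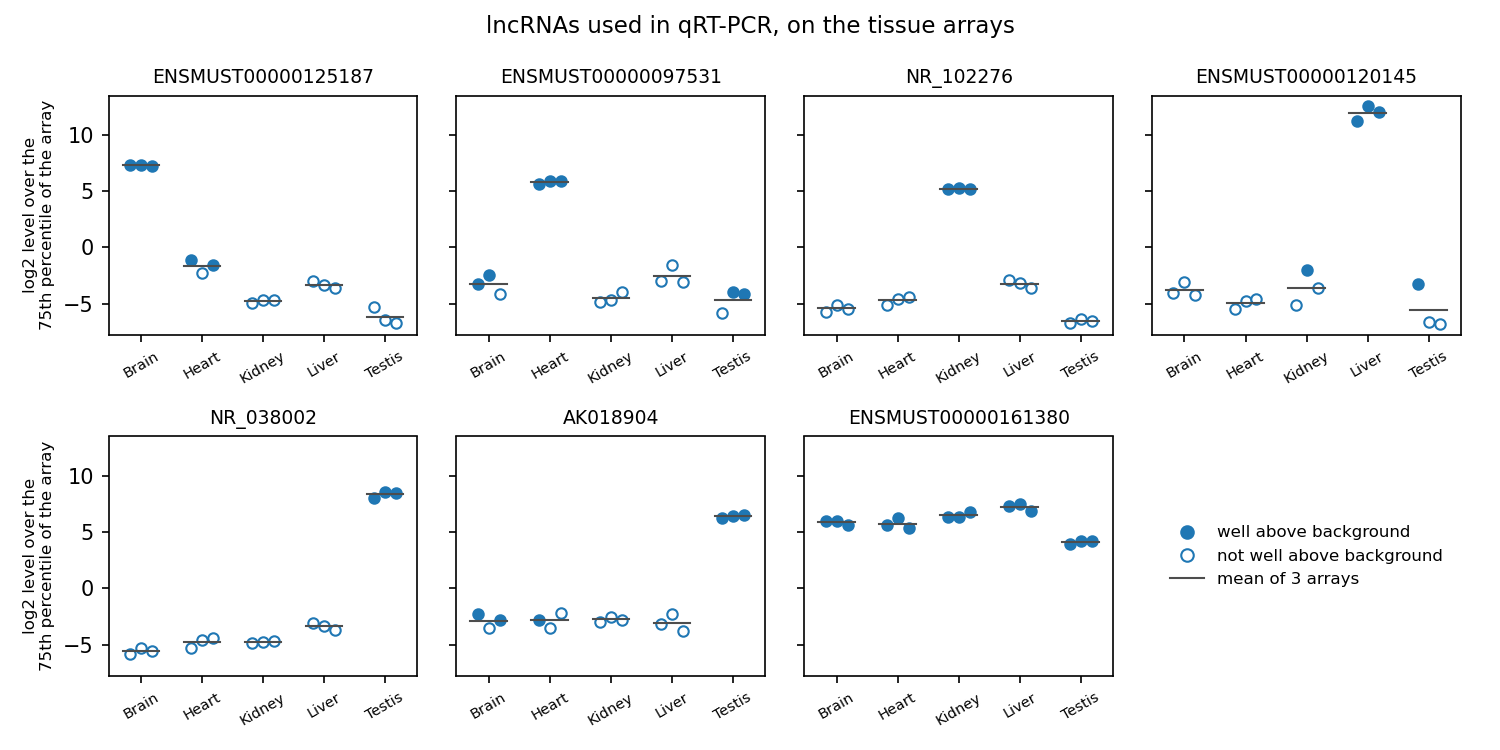
Log2 level over the 75th percentile of the array (vertical axis) of the 6 lncRNAs and of ENSMUST00000161380 in the 5 tissues (horizontal axis), 1 point per array, filled where the probe was well above background, with a line at the mean of the 3 arrays. The level of ENSMUST00000120145 in liver, 11.96, is the mean of the 3 highest points of its panel, and ENSMUST00000161380 is filled on all 15 tissue arrays.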

The tissue-specific lncRNAs subjected to qRT-PCR analysis were ENSMUT00000125184 (brain), ENSMUST00000125187 (heart), NR_102276 (kidney), ENSMUST00000120145 (liver), NR_038002 (testis) and AK018904 (testis). Our qRT-PCR analysis demonstrated that these lncRNAs were specifically or predominantly expressed in the corresponding tissues (Fig. 3), confirming our microarray data.

**Fig. 3:**
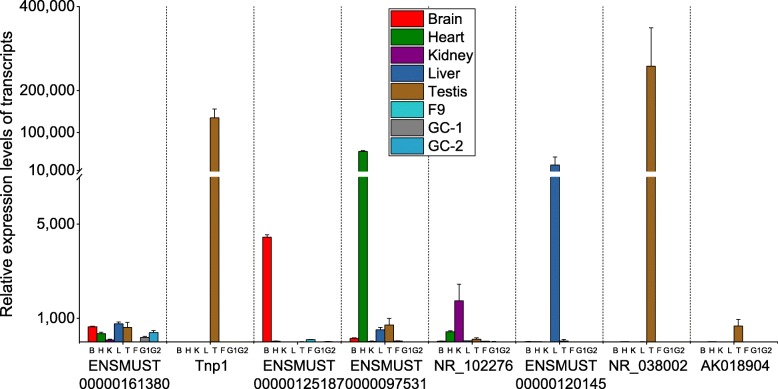
qRT-PCR-based validation of six arbitrarily selected tissue-specific lncRNAs. Data show the mean ± SEM of triplicates for each sample

### Chromosomal distribution of testicular lncRNAs

To characterize the genomic nature of the identified testicular lncRNAs and mRNAs, we examined the chromosomal localization of the loci that expressed these transcripts. Our analysis revealed that they were widely distributed throughout the mouse chromosomes. Chromosome 5 and the X chromosome contain the highest numbers of loci for testis-specific lncRNAs and mRNAs, respectively (Fig. 4a and Additional file 3). To further examine whether one or more chromosomes were enriched with testis-specific lncRNAs and mRNAs, we compared the ratio of testis-specific transcripts to total testicular transcripts among chromosomes (Fig. 4b). The ratio was similar among the chromosomes, except for the sex chromosomes: the ratios of testis-specific lncRNAs and mRNAs were both remarkably high for the Y chromosome, even though relatively few loci on this chromosome expressed testis-specific transcripts (21 testis-specific lncRNAs and 13 testis-specific mRNAs). Based on this finding, we speculate that the expressions of testis-specific lncRNAs and mRNAs may be related on the Y chromosome, perhaps through *cis*-regulation between the two groups of testis-specific transcripts.

**Fig. 4:**
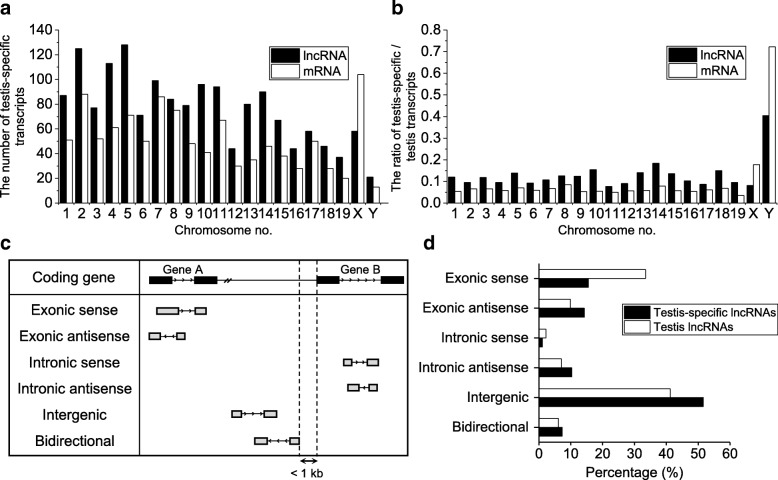
Chromosomal distribution and classification of testicular lncRNAs. **a** The number of testis-specific transcripts (lncRNAs and mRNAs found to be specifically expressed in testis through the microarray analysis) on each chromosome. **b** The ratio of testis-specific transcripts to testicular transcripts on each chromosome. The ratio was obtained by dividing the number of testis-specific transcripts by the number of total testicular transcripts. **c** lncRNAs were classified into six subtypes (exonic sense, exonic antisense, intronic sense, intronic antisense, intergenic, and bidirectional) based on the positional and directional relationship between their genomic regions and those of nearby mRNAs. **d** The percentages of the six subtypes among the testicular lncRNAs

### Classification of testicular lncRNAs

We categorized all of the identified lncRNAs based on the position and direction of their genomic regions relative to nearby mRNAs. The lncRNAs were classified into six subtypes: exonic sense, exonic antisense, intronic sense, intronic antisense, intergenic and bidirectional (Fig. 4c and Additional file 4). If an lncRNA overlapped with the exon or intron of a coding gene with the same or opposite direction, it was called exonic sense, exonic antisense, intronic sense or intronic antisense, respectively. A bidirectional lncRNA was defined as a transcript whose locus was less than 1 kb from an mRNA-encoding region, regardless of its direction. Finally, a genomic locus more than 1 kb from any mRNA-encoding genomic region was considered to be a long intergenic ncRNA (lincRNA). Using this classification scheme, we found that the majority of testis-specific (51.6%) and testicular (41.2%) lncRNAs were lincRNAs (Fig. 4d).

Because many lincRNAs are known to act in a *cis*-regulatory manner [29, 30], we investigated the potential *cis*-regulatory targets of 829 testis-specific lincRNAs by searching for protein-coding genes within 10 kb up- and downstream of their encoding loci. 

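Of the lincRNAs in the paper's Table S5, 193 could be read here, with 249 listed neighbours under 230 gene symbols. The coordinates of the table are on GRCm38, since 150 of 153 RefSeq transcripts in the supplementary tables lie inside the span of their gene in the RefSeq annotation of that build. All 249 neighbours were found in that annotation, and 239 of them lay within 10 kb of the lincRNA or overlapped it. The neighbours of uc029vff.1, which lies on an unplaced scaffold, were not counted as within 10 kb because no distance could be measured. Counting all protein-coding genes of the annotation, also those that Table S5 does not list, 188 lincRNAs had at least 1 within 10 kb. These were 231 different genes in all. On the arrays, all 193 lincRNAs were detected on all 3 testis arrays and on all 3 arrays of no other tissue. The criteria for tissue-specific transcripts were met by 134 of them, and by 193 with the scaling read from Table S2, which was chosen after the data were seen.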

We found that 23.4% (194 of 829) of the lincRNAs co-localized with 250 protein-coding genes (Additional file 5). 

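Table S5 lists 12 lincRNAs beside 11 genes, namely Tnp1, Glt6d1, 1700018C11Rik, Speer4e, Spata31d1d, Tmco5, Spata17, 1700080E11Rik, Rcc1, Agbl3 and 1700057G04Rik. NR_038002 lies 8687 bp from Tnp1, which the annotation places on chromosome 1 from 73015074 to 73015899. NR_045340 lies inside the span of Glt6d1 on chromosome 2, from 25784617 to 25787022, and its log2 level in testis was 3.09 ± 0.18 (SD, n = 3), at least 20.8-fold above each other tissue. Rcc1 has ENSMUST00000155816 at 2264 bp and ENSMUST00000172202 at 6022 bp on chromosome 4. These had levels of 1.45 ± 0.23 and 0.23 ± 0.12 in testis, at least 6.68-fold and 2.87-fold above each other tissue. AK131770 lies 4182 bp from 1700057G04Rik and was at least 7.01-fold higher in testis, and TCONS_00034069 lies 7906 bp from 1700080E11Rik and was at least 6.44-fold higher. NR_028583, 1828 bp from 1700018C11Rik, was at least 2.04-fold and NR_001584, 6819 bp from Speer4e, at least 1.26-fold above each other tissue. These 8 lincRNAs met the criteria for testis-specific transcripts, which use the fitted folds and not these lower bounds.
The other lincRNAs were detected in no tissue but testis and were not called, since their fitted difference over liver was under 5-fold. Their liver level is only an upper limit, so the size of the difference is not known. The fitted log2 difference was 1.86 for ENSMUST00000181528 beside Spata31d1d, 1.79 for ENSMUST00000151391 beside Tmco5, 1.29 for AK015278 inside the span of Agbl3 and 1.26 for AK053956 inside the span of Spata17. With the scaling read from Table S2 all 12 lincRNAs were called. With the normexp background correction, like that scaling chosen after the data were seen, the sign of the fitted difference turned for these lincRNAs and for NR_001584, to values from -0.70 for AK053956 to -0.17 for NR_001584. The 3 testis arrays lay above every array of the other tissues for 11 of the 12 lincRNAs. Of the 11 genes, only Rcc1 has an mRNA probe that could be identified here. Its level was 2.21 ± 0.47 (SD, n = 3) in testis and it was at least 11.3-fold above each other tissue (adjusted p = 9.59e-08 over liver from limma with Benjamini-Hochberg adjustment). The levels of the other 10 genes were not analysed here.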

Interestingly, some of these genes are testis-specific or predominant genes (e.g., *Tnp1, Glt6d1, 1700018C11Rik, Speer4e, Spata31d1d, Tmco5, Spata17, 1700080E11Rik, Rcc1, Agbl3* and *1700057G04Rik)*, suggesting the expression regulation of these genes by the lincRNAs through transcriptional or post-transcriptional mechanisms. Gene Ontology (GO) [31] analysis of all of the identified nearby protein-coding genes was performed to explore their functions. We found that 40 diverse GO terms were significantly enriched (*P*-value ≤0.05), including regulation of transcription DNA-templated (GO:0006355), transcription DNA-templated (GO:0006351), positive regulation of transcription from RNA polymerase II promoter (GO:0045944), negative regulation of transcription from RNA polymerase II promoter (GO:0000122) and cell differentiation (GO:0030154) (Additional file 6). This suggests that the testis-specific lincRNAs could potentially modulate the expression of genes that encode proteins involved in transcriptional regulation.

### Conservation of mouse testis-specific lncRNAs in human

Although lncRNAs generally show poor sequence conservation among species [8], we utilized the BLASTN program [32] to examine the sequence conservation between human lncRNAs and the mouse testis-specific lncRNAs identified in this study. Starting from the 1607 mouse testis-specific lncRNAs, we obtained genomic sequence information for 1508 (93.8%) from diverse genome databases (e.g., UCSC genome browser, NCBI and Ensemble). When we used an *E*-value ≤10^− 5^ as a cut off, we found that only 79 (5.2%) of the mouse testis-specific lncRNAs were partially conserved in the human genome (Additional file 7). This indicates that testis-specific lncRNAs have low primary sequence conservation, and are thus likely to experience rapid evolution.

### Expression of testis-specific lncRNAs in germ cell lines

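The 3 arrays of each cell line were read as the tissue arrays were. Detection of a testis-specific transcript was asked on all 3 arrays of a line, and its level was compared with that in testis by limma over the 12 arrays of testis and the cell lines. A transcript was counted as lower in a line where it was at least 5-fold below testis with a Benjamini-Hochberg adjusted p of 0.05 or less. The list of testis-specific transcripts came from the tissue arrays alone, but the same 3 testis arrays served both to choose them and to compare them. Over all 60804 probes, 6825 transcripts were lower and 12156 higher in F9 than in testis, 7214 lower and 10602 higher in GC-1, and 7560 lower and 10129 higher in GC-2. The share of lower transcripts among those that differed depended on the scaling, and was 36.0% in F9, 40.5% in GC-1 and 42.7% in GC-2. With the scaling read from Table S2, chosen after the data were seen, it was 77.5%, 72.2% and 72.8%. That scaling raised the testis levels by 1.02 on the log2 scale and changed the levels in F9 by -0.36, so that changes over all transcripts have no fixed direction. GC-2 replicate 1 stood apart from the other GC-2 arrays, with 194 transcripts over 8-fold higher and 33 over 8-fold lower than their mean.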

To further characterize the testis-specific lncRNAs, we used microarray analysis to investigate their expression profiles in three relevant cell lines: F9, GC-1 and GC-2 (Fig. 1 and Additional file 8). F9 embryonal carcinoma cells are stem cells of testicular carcinoma, and have the ability to differentiate into three embryonic layers [33]. Although F9 cells are considered to be similar to embryonic cells, the former can transcribe germ cell-specific genes and possess the characteristics of male germ cells [34]. Immortalized GC-1 cells exhibit the characteristics of a stage between type B spermatogonia and primary spermatocytes [35], while GC-2 cells were derived from cells arrested at a premeiotic stage and exhibit the characteristics of spermatocytes [36]. Our analysis revealed that some of the testis-specific lncRNAs (14%; 228 of 1607) and mRNAs (23%; 260 of 1090) were detectable in one or more of the cell lines. 

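Of the 3056 testis-specific transcripts called here, 386 were detected in at least 1 cell line. The number was 170 with the normexp background correction and 628 with the scaling read from Table S2, both chosen after the data were seen. Requiring that no array of another tissue was well above background left 196. With each array left out in turn it lay between 355 and 412. Table S9 lists 230 different lncRNAs and 260 mRNAs over its sheets, and on the arrays each of them was detected in testis and in at least 1 cell line. Of these, 129 lncRNAs and 176 mRNAs were among the 3056, while 101 lncRNAs and 84 mRNAs had a fitted fold under 5 over another tissue.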

When assessed individually, the various cell lines were found to express 128 (F9), 143 (GC-1) and 126 (GC-2) of the lncRNAs and 187 (F9), 167 (GC-1) and 175 (GC-2) of the mRNAs (Fig. 5 and Additional file 9). Thus, these cell lines should prove useful for the further characterization of certain testis-specific lncRNAs and mRNAs.

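F9 had 255 detected testis-specific transcripts (8.34% of 3056), GC-1 had 218 (7.13%) and GC-2 had 206 (6.74%). Without 1 array at a time, the number lay between 233 and 274 in F9, between 194 and 256 in GC-1 and between 184 and 227 in GC-2. Most testis-specific transcripts were at least 5-fold lower than in testis, 2848 in F9 (93.2%), 2907 in GC-1 (95.1%) and 2922 in GC-2 (95.6%), by limma with Benjamini-Hochberg adjusted p of 0.05 or less. Many of those were not well above background in the line, where their level is an upper limit. Among the detected ones, 80 in F9, 85 in GC-1 and 80 in GC-2 were at least 5-fold lower than in testis. At the other end, 22 in F9, 13 in GC-1 and 13 in GC-2 were at least 5-fold higher than in testis. A mean level above that in testis, whatever the fold, was found for 57 of those detected in F9, 36 in GC-1 and 41 in GC-2. These counts also required a limma adjusted p (Benjamini-Hochberg) of 0.05 or less. With the scaling read from Table S2, fewer were at least 5-fold higher than in testis, 6 in F9, 2 in GC-1 and 2 in GC-2. With replicate number as a replicate block in the fit, 2847 were lower in F9, 2907 in GC-1 and 2923 in GC-2.
Among the lncRNAs of Table S9, 128 were detected in F9, 143 in GC-1 and 126 in GC-2, and among its mRNAs 187, 167 and 175. The median log2 difference of these lncRNAs from testis was 0.38 in F9, -0.93 in GC-1 and -0.89 in GC-2. That of the mRNAs was -0.26, -0.78 and -0.90. These medians rest on the 75th percentile. The scaling read from Table S2 raised the testis levels by 1.02 and changed those in F9 by -0.36. The sign of the lncRNA median in F9 is therefore not fixed.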

**Fig. 5:**
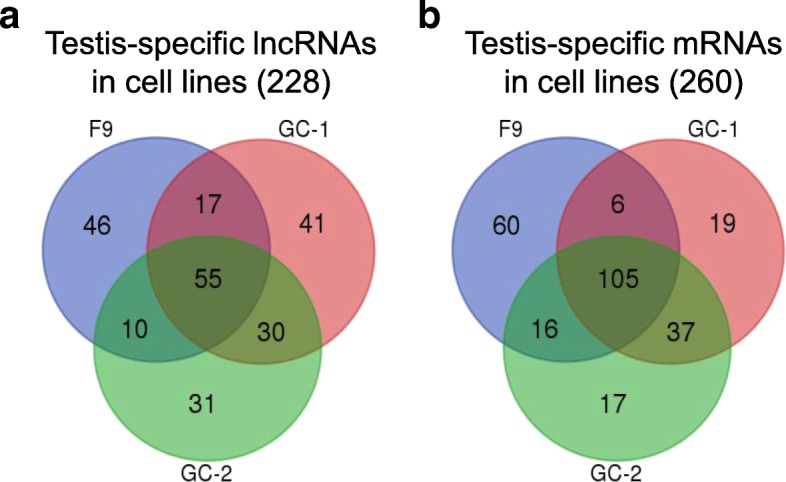
Venn diagram showing the number of testis-specific lncRNAs and mRNAs in three mouse germ cell-related cell lines. **a** Two hundred twenty eight of the testis-specific lncRNAs were identified across the three cell lines. **b** Two hundred sixty testis-specific mRNAs were identified across the three cell lines

### In vitro expression of testis-specific lncRNAs

As we initially identified our tissue-specific transcripts using only five tissues in our microarray analysis, we assessed whether the selected lncRNAs were indeed testis-specific by selecting 26 of them predicted to have relatively abundant expression, and using reverse transcription-polymerase chain reaction (RT-PCR) to examine their distribution in 10 mouse tissues. 

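The 26 lncRNAs listed with their primers in Table S11 were all found on the arrays, and all 26 met the criteria for testis-specific transcripts. Their log2 levels in testis lay between 5.49 and 8.38, with a largest SD of 0.39 (n = 3), while the median level of all transcripts detected in testis was -0.41. The fitted log2 difference over the nearest tissue was lowest for uc029xya.1 (6.41 over heart, standard error 0.65, adjusted p = 5.39e-07 from limma with Benjamini-Hochberg adjustment, the largest of the 26). For uc029xya.1 this is 85.0-fold, a fitted value and no lower bound, as 2 of the 3 heart arrays were well above background. As lower bounds, the other lncRNAs were at least 110-fold to at least 812-fold above each other tissue. For all 26, the 3 testis arrays lay above the 12 arrays of the other tissues. No array of another tissue was well above background for 16 of them. With the less strict flag for a positive and significant signal, 13 of the 26 were called. Between 23 and 26 were called with single arrays left out, the lowest being without brain replicate 2, when ENSMUST00000131403, NR_027704 and AK018904 were not called. In the cell lines, only uc029xya.1 and AK018904 were detected, each in all 3 lines.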

Our results showed that all 26 of the testis-specific lncRNAs were transcribed only in the mouse testis (Fig. 6).

**Fig. 6:**
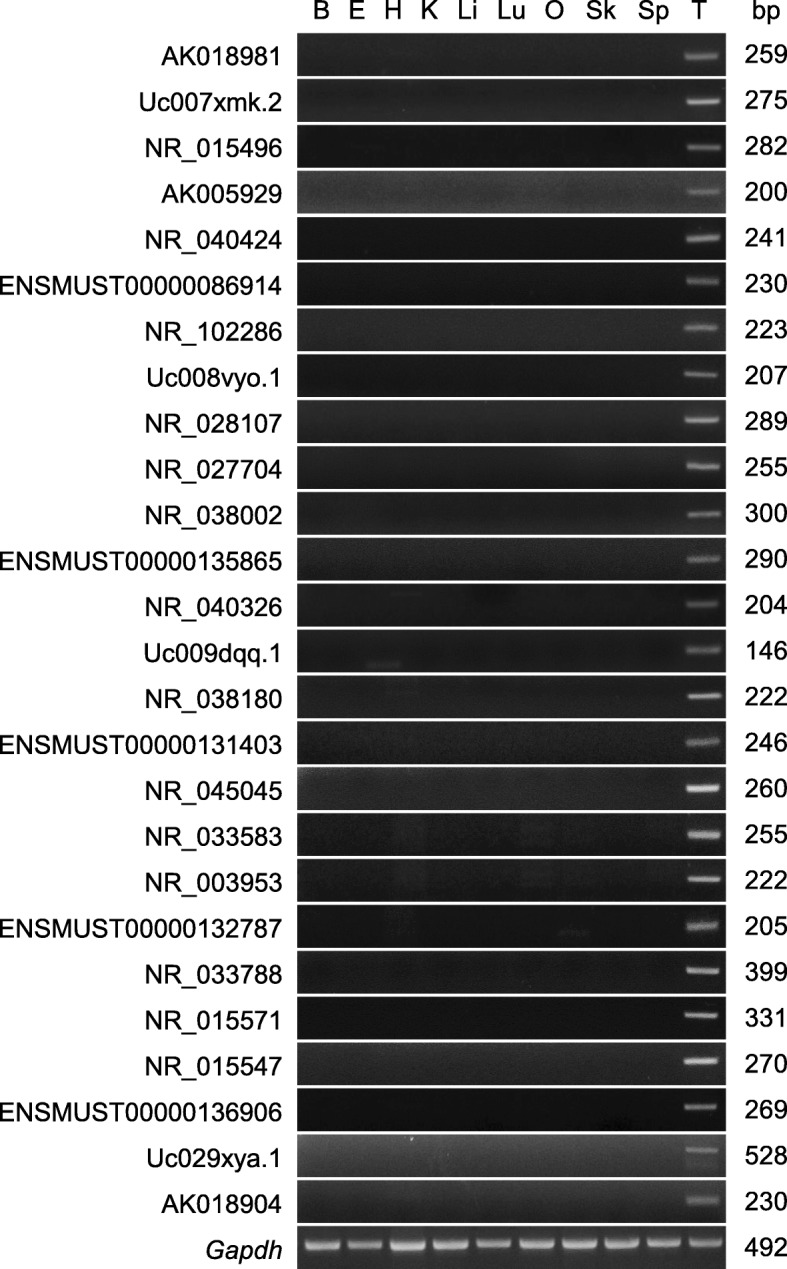
Tissue distribution of 26 arbitrarily selected novel testis-specific lncRNAs in 10 mouse tissues, as assessed by RT-PCR. The results were normalized with respect to the band intensity of glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*). B, Brain; E, Epididymis; H, Heart; K, Kidney; Li, Liver; Lu, Lung; O, Ovary; Sk, Skeletal muscle; Sp, Spleen; and T, Testis

Next, we examined the germ cell-specific expression patterns of these 26 testis-specific lncRNAs using the germ cell-less testis of *W/W*^*v*^ (c-kit) mutant mice [37]. This analysis showed that 23 of the testis-specific lncRNAs were absent from the testis of *W/W*^*v*^ mutant mice (Fig. 7b), suggesting that they are germ cell-specific lncRNAs. The other three testis-specific lncRNAs may also be expressed in somatic cells of the testis.

**Fig. 7:**
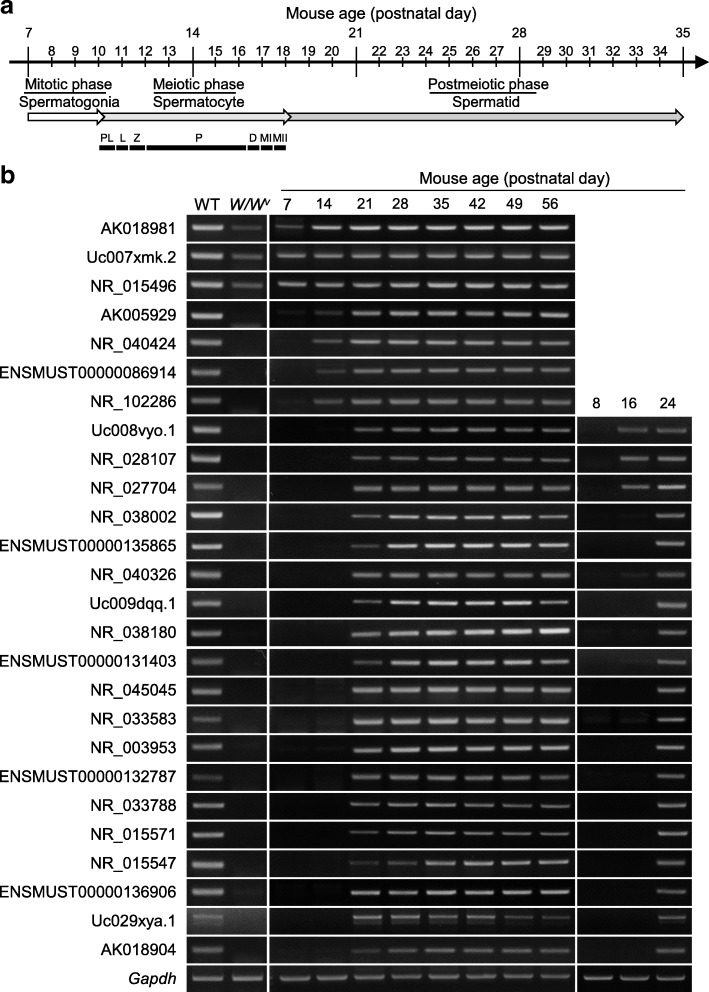
Developmental expression patterns of the 26 novel testis-specific lncRNAs during the first round of spermatogenesis. **a** Schematic diagram showing the first round of spermatogenesis, which is composed of the mitotic, meiotic and postmeiotic phases. The meiotic phase consists of preleptotene (PL), leptotene (L), zygotene (Z), pachytene (P), diplotene (D), meiotic division I (MI) and meiotic division II (MII). **b** Developmental expression patterns of testis-specific lncRNAs in germ cell-lacking testes (*W/W*^*v*^ mutant mice) and wild-type mouse testes were assessed by RT-PCR of samples taken at different postnatal days

Finally, we examined the developmental expression of these 26 testis-specific lncRNAs in mouse testis at different postnatal days. Spermatogonial stem cells gradually proliferate and differentiate to produce spermatogonia, spermatocytes and round spermatids during the first round of spermatogenesis in the prepubertal mouse [38]. Meiosis begins in the mouse testis at postnatal day 10. At postnatal day 14, pachytene spermatocytes are highly enriched to about one-third of the total cells in the seminiferous tubules. Round spermatids appear in the seminiferous tubules at postnatal day 18 (Fig. 7a). If the testis-specific lncRNAs are expressed only in germ cells during the first round of spermatogenesis, they will first appear in the testis at a postnatal time that corresponds to a specific stage of spermatogenesis. Indeed, we found that four of the testis-specific lncRNAs were first expressed at postnatal day 14, suggesting that they are expressed in early-stage spermatocytes; three were first expressed at postnatal day 16, suggesting that they are expressed from pachytene spermatocytes; and 16 were first expressed at postnatal day 21, suggesting that they were expressed from round spermatids (Fig. 7b). These results suggest that most of the identified testis-specific lncRNAs are expressed specifically in spermatogenic cells, and their transcription appears to be regulated in a stage-dependent manner.

## Discussion

Recent studies have shown that lncRNAs play important roles in regulating testicular development and spermatogenesis [26, 27]. Testis lncRNAs have been identified in mammalian species, including mouse [23–25], rat [39], pig [40] and human [5]. In mice, several studies have investigated the expression profiles of testis lncRNAs during postnatal development [23], during specific developmental stages of spermatogenesis [24] and at critical time points during male germ cell development [25]. In order to understand the unique and complicated features of the transcriptome in testis, we need to identify lncRNAs that are differentially expressed in testis relative to other tissues [5]. However, no previous study had set out to identify lncRNAs that are specifically or predominantly expressed the testis of mouse. To address this gap, we herein used microarray analysis to identify tissue-specific lncRNA transcripts in mouse brain, heart, kidney, liver and testis. We identified 14,256 lncRNAs and 16,487 mRNAs that were significantly expressed in mouse testis. Of them, 1607 lncRNAs and 1090 mRNAs were testis-specific. Among the studied tissues, testis had the most tissue-specific lncRNAs (11%) and mRNAs (7%). Notably, lncRNAs exhibited more testis specificity than mRNAs, suggesting that lncRNAs may be involved in male germ cell development.

We observed that the testis-specific lncRNAs and mRNAs were enriched on the Y chromosome relative to the other mouse chromosomes. Genes of the mammalian Y chromosome are known to play important roles in sex determination (e.g., *Sry*) [41] and spermatogenesis (e.g., *Eif2s3y*) [42], suggesting that the testis-specific lncRNAs of the Y chromosome deserve further investigation. The functions of lncRNAs cannot be predicted due to their poor sequence conservation and our lack of knowledge regarding relevant functional motifs and domains in protein-coding genes. However, a number of studies have inferred the putative functions of lncRNAs by examining their genomic relationships with protein-coding genes, and some lncRNAs have been shown to regulate the expression of their overlapping or neighboring protein-coding genes [43]. We herein identified several subtypes of lncRNAs, and found that lincRNAs constituted the largest proportion of both testis and testis-specific lncRNAs [10]. We hypothesized that the testis-specific lincRNAs could act through a *cis*-regulatory mechanism, and thus identified and examined 250 protein-coding genes within the 10-kb regions up- and downstream of 194 testis-specific lincRNAs. Our GO analyses revealed that these genes were mainly involved in regulating transcription. It seems possible that the testis-specific lincRNAs could contribute to spermatogenesis through such function. Interestingly, some of the identified *cis*-acting target protein-coding genes are known to be involved in spermatogenesis (e.g., *Tnp1* and *Spata17*), raising the possibility that the testis-specific lincRNAs could play direct regulatory roles in male germ cell development. Alternatively, they may act in *trans* by targeting protein-coding genes located on the other mouse chromosomes. To answer whether testis-specific lincRNAs indeed regulates the expression of these protein-coding genes requires further investigation.

Although it was previously reported that lncRNAs have a very low sequence conservation among species [8], we used BLAST analysis to investigate the sequence conservation of the mouse testis-specific lncRNAs with human lncRNAs. However, relatively few mouse testis-specific lncRNAs (5.2%) were found to be conserved in the human lncRNAs. We speculate that the testis-specific lncRNAs may not require sequence conservation to maintain their functionality. Therefore, in the future it will be important to examine the short conserved sequences and/or secondary structures of testis-specific lncRNAs.

We used microarray analysis to examine the expression profiles of the selected lncRNAs and mRNAs in the cell lines, F9, GC-1 and GC-2 [], which exhibit germ cell characteristics. A total of 128, 143 and 126 testis-specific lncRNAs and 187, 167 and 175 testis-specific mRNAs were found to be expressed in the F9, GC-1 and GC-2 cell lines, respectively. Fifty five lncRNAs and 105 mRNAs were expressed in an overlapping manner in all of the cell lines. It is possible that these transcripts are expressed during the whole period of spermatogenic stages from which the cell lines were derived. It should be noted that these cell lines do not possess all the characteristics and phenotypes of male germ cells, such as meiosis and spermiogenesis, suggesting weak and/or no expression of some of the testis- or germ cell-specific transcripts in the cell lines. Nonetheless, these cell lines could prove useful for studying the expression and functions of certain testis-specific lncRNAs.

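On the arrays, 107 of the testis-specific transcripts called here were detected in all 3 cell lines. The number was 38 with the normexp background correction and 194 with the scaling read from Table S2, both chosen after the data were seen. Calling testis-specific transcripts at 10-fold rather than 5-fold gave 71. For the lncRNAs listed in Table S9, 55 were detected in all 3 lines, 17 in F9 and GC-1 only, 10 in F9 and GC-2 only and 30 in GC-1 and GC-2 only. F9 alone had 46 of them, GC-1 alone 41 and GC-2 alone 31. For the mRNAs, 105 were detected in all 3 lines, 6 in F9 and GC-1 only, 16 in F9 and GC-2 only and 37 in GC-1 and GC-2 only, while F9 alone had 60, GC-1 alone 19 and GC-2 alone 17. Each of these numbers equals the one printed in Fig. 5. From the detection of these transcripts, the paper proposes that the cell lines could be of use for studying some of them further, while it also points out that the lines lack some features of male germ cells.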

We arbitrarily selected 26 of the novel testis-specific lncRNAs and examined their tissue distributions in 10 mouse tissues. All of the examined lncRNAs were, indeed, specifically expressed in the mouse testis. Additionally, both developmental expression analysis during the first round of spermatogenesis and expression analysis in germ cell-less mutant mice confirmed the germ cell-specificity of these lncRNAs. Interestingly, 16 of the 26 selected lncRNAs were expressed between 16 and 21 days after birth in mouse, suggesting that these lncRNAs undergo a transcriptional change between the late spermatocyte and haploid round spermatid stages. During this period, epigenetic regulation (e.g., DNA methylation and histone modification) occurs actively in testis [44]. As lncRNAs have been implicated in regulating protein-coding genes at the epigenetic level [45], we speculate that these germ-specific lncRNAs may be involved in epigenetic regulation during spermatogenesis.

## Conclusions

We herein used microarray analysis to identify and characterize lncRNAs in mice, and then focused on comprehensively cataloging the lncRNAs specifically found in the testis, which showed the highest proportion of tissue-specific expression. Our findings provide a basis for further investigating the functions of testis-specific lncRNAs, which should improve our understanding of the lncRNA-mediated regulatory mechanisms that may be associated with mouse germ cell development.

## Methods

### Animals and tissue preparation

All animal experiments were performed in accordance with Korean Food and Drug Administration (KFDA) guidelines. Protocols were reviewed and approved by the Institutional Animal Care and Use Committees (IACUC) of Gwangju Institute of Science and Technology (GIST) (permit number: GIST-2017-013). We used 8-week-old ICR male mice (Damul Science, Daejeon, Korea) for our microarray analysis. Mouse brain, heart, kidney, liver and testis tissues were obtained and immediately frozen in liquid N_2._ Three biological replicates were performed in all cases, and samples were stored at − 80 °C until use.

### Cell culture

F9 (CRL-1720), GC-1 (CRL-2053) and GC-2 (CRL-2196) cells of mouse origin were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA) and maintained at 37 °C and 5% CO_2_ in Dulbecco’s modified Eagle’s medium (DMEM) (Life Technologies, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (HyClone, Logan, UT, USA). The culture dishes for the F9 cells were pre-coated with 0.1% gelatin. Because retinoic acid (RA) is known to induce F9 cell differentiation [46], it was omitted from the medium. The culture media were changed every 1–2 days, and the cells were sub-cultured every 3–4 days. At passages 3 or 4, cultured cells were collected for RNA extraction.

### RNA extraction, quality control and labeling

Total RNA from five major mouse tissues and three mouse germ cell-related cell lines was isolated with an RNeasy Plus Mini kit (Qiagen, Valencia, CA, USA) according to the manufacturer’s instructions. Total RNA was quantified and checked for quality using an ND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). RNA degradation and DNA contamination were examined by 1% denaturing agarose gel electrophoresis. RNA samples with RNA Integrity Number (RIN) scores > 8 were used for microarray analysis. Each 1 μg of total RNA was reverse-transcribed into cDNA using a MMLV-RT kit (Life Technologies). The cDNA was transcribed and labeled with Cyanine 3-CTP (Cy3) using a Quick-Amp labeling kit (Agilent, Santa Clara, CA, USA) according to the manufacturer’s protocol. The labeled cRNAs were quantified using an ND-1000 spectrophotometer.

### Mouse lncRNA microarray analysis

Total cRNA was hybridized to a Mouse LncRNAs Microarray (8 × 60 K; Arraystar) using a hybridization oven (Agilent). The hybridized microarray chip was washed according to the manufacturer’s protocol, and the hybridized images were scanned using a DNA microarray scanner and quantified with the Feature Extraction Software (both from Agilent). Data normalization and selection of fold-changed transcripts were performed using GeneSpring GX 7.3 (Agilent). Total lncRNAs and mRNAs were detected in three independent sets of the samples in each tissue; those above background were flagged as present or marginal (P or M, respectively). For each tissue, specifically expressed lncRNAs and mRNAs were chosen using the following criteria: 1) in three independent samples, they were flagged as P or M in a single given tissue but absent (A) in the other tissues; 2) fold-change ≥5; and 3) *P*-value ≤0.05. The raw and processed microarray data have been deposited in the Gene Expression Omnibus (GEO) database at the National Center for Biotechnology Information (NCBI), under GEO accession number GSE105024.

### Validation of tissue-specific lncRNAs by qRT-PCR

Total RNA was extracted from five mouse tissues and three germ cell-related cell lines, and reverse-transcribed using RNeasy Plus Mini and Omniscript RT kits (Qiagen). qRT-PCR was carried out using the TOPreal™ qPCR 2X premix (Enzynomics, Daejeon, Korea). The reaction volume contained 10 μl of TOPreal™ qPCR 2X PreMix, 1 μl of 10 μM forward and reverse primers, 50–100 ng of template cDNA and dH_2_O to a final volume of 20 μl. The reactions were performed on a StepOnePlus Real-Time PCR System (Thermo Fisher Scientific) as follows: 95 °C for 12 min 30 s, followed by 40 cycles of 95 °C for 10 s, 60 °C for 15 s and 72 °C for 23 s. The melting curve analysis was performed from 65 °C to 95 °C with increments of 0.3 °C. The primer sets used to amplify the selected lncRNAs and control genes are listed in Additional file 10. Amplifications were performed in triplicate for each sample. Relative gene expression levels were evaluated using the 2^-ΔΔCt^ method [47], and normalized with respect to the level of the endogenous *Gapdh* mRNA*.*

### Searching for nearby protein-coding genes and gene ontology analysis

As several lincRNAs act as through a *cis*-regulatory mechanism [29, 30], we searched for protein-coding genes located in the genomic regions 10 kb up- and downstream of the testis-specific lincRNAs. We then predicted their functional roles by GO analysis using the DAVID software [48]. GO terms with *P*-value ≤0.05 were considered significantly enriched.

### RT-PCR analysis of tissue distribution and developmental expression patterns

To determine the tissue distribution patterns of 26 testis-specific lncRNAs arbitrarily selected from our microarray analysis, we performed RT-PCR using cDNA from 10 mouse tissues (brain, epididymis, heart, kidney, liver, lung, ovary, skeletal muscle and testis). We also used cDNA from germ cell-lacking testes of *W/W*^*v*^ mutant mice to investigate whether these lncRNAs were expressed in somatic cells of testis [37]. To investigate the developmental expression patterns of the selected lncRNAs during the first round of spermatogenesis, total RNA from testes of prepubertal and adult mice (7d, 8d, 14d, 16d, 21d, 24d, 28d, 35d, 42d, 49d and 56d) was subjected to RT-PCR. Total RNA was extracted using the TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol, and cDNA was synthesized using random hexamers, oligo(dT) primers and Omniscript reverse transcriptase (Qiagen). lncRNA-specific primers were designed using Primer-BLAST and are listed in Additional file 11. Amplification was performed for 35–40 cycles of 95 °C for 30 s, 50 °C or 55 °C for 30 s and 72 °C for 30 s. Glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) were used as a loading control.

### Statistical analyses

All experiments were performed in triplicate for each sample. Statistical analysis was performed using the Student’s *t*-test, and *P* ≤ 0.05 was taken as indicating a significant difference. Data are presented as the mean ± standard error of the mean (mean ± SEM).

## Additional files

Additional file 1: **Table S1.** LncRNAs and mRNAs in the mouse brain, heart, kidney, liver and testis.

Additional file 2: **Table S2.** Tissue-specific lncRNAs and mRNAs in the mouse brain, heart, kidney, liver and testis.

Additional file 3: **Table S3.** The numbers and ratios of testicular lncRNAs and mRNAs on each mouse chromosome.

Additional file 4: **Table S4.** The numbers and ratios of six types of testicular lncRNA.

Additional file 5: **Table S5.** Nearby protein-coding genes located within genomic regions 10 kb up- and downstream of the testis-specific lincRNAs.

Additional file 6: **Table S6.** GO terms of the nearby protein-coding genes.

Additional file 7: **Table S7.** Mouse testis-specific lncRNAs that show conservation in human.

Additional file 8: **Table S8.** LncRNAs and mRNAs in three mouse germ cell-related cell lines (F9, GC-1 and GC-2).

Additional file 9: **Table S9.** Testis-specific lncRNAs and mRNAs in three mouse germ cell-related cell lines (F9, GC-1 and GC-2).

Additional file 10: **Table S10.** Primers used for qRT-PCR.

Additional file 11: **Table S11.** Primers used for RT-PCR.

## Abbreviations

Agbl3: ATP/GTP binding protein-like 3
Eif2s3y: Eukaryotic translation initiation factor 2, subunit 3, structural gene Y-linked
Glt6d1: Glycosyltransferase 6 domain containing 1
GO: Gene ontology
lincRNA: Long intergenic ncRNA
lncRNA: Long noncoding RNA
miRNA: microRNAs
piRNA: Piwi-interacting RNA
qRT-PCR: Quantitative real-time PCR
Rcc1: Regulator of chromosome condensation 1
Spata17: Spermatogenesis associated 17
Spata31d1d: Spermatogenesis associated 31 subfamily D, member 1D
Speer4e: Spermatogenesis associated glutamate (E)-rich protein 4e
Sry: Sex determining region of Chr Y
Tmco5: Transmembrane and coiled-coil domains 5
Tnp1: Transition protein 1

How the deposited data were processed for this re-analysis (not part of the article)

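The re-analysis covered 24 arrays, 3 for each of brain, heart, kidney, liver and testis of 8-week-old male mice and 3 for each of the F9, GC-1 and GC-2 cell lines. Conditions and replicate numbers were taken from the sample labels and the paper's methods. The paper's methods state that total RNA was labeled with Cy3, hybridized to Arraystar mouse lncRNA arrays, scanned, and quantified with Agilent's Feature Extraction software.

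The authors deposited 1 file per array from Feature Extraction 11.5.1.1, with the intensity of each of 62243 spots before and after the software's background subtraction and detrending, and with flags per spot. The authors also deposited a matrix of intensities for 60804 transcript probes, which was tested on the files and holds the processed signal of each array, with a largest relative difference of 0.000228. Neither kind of file was normalized between arrays. The methods name GeneSpring GX for normalization, and the paper's text does not name the percentile or the floor, so that step was not repeated as the authors ran it. The folds, levels and p-values that the authors list in the supplementary tables were used only to identify transcripts and to read their scaling.

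The processed signal of each transcript probe was put on the log2 scale and the 75th percentile of the array over all 60804 probes was subtracted. Detection was asked of the flag for a signal well above background. Tissue-specific transcripts followed the paper's criteria, with limma in place of the paper's test: lmFit and eBayes on the 15 tissue arrays with 1 coefficient per tissue, Benjamini-Hochberg adjustment over all probes in each comparison, a fold of at least 5 and an adjusted p of 0.05 or less against each of the other 4 tissues. A transcript well above background on 1 or 2 arrays of another tissue still counted as absent there, as the entries of Table S2 show. The levels in the cell lines were compared with testis in a fit of 12 arrays. The tools were R 4.3.3 with limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

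The files name probes without symbols, so the class, name and position of a transcript came from the supplementary tables, which were read as far as they are held here. They identify 3478 probes (5.72%), 7.78% of the transcripts detected in testis and 19.1% of those called testis-specific. This is under the minimum of 80% set for the comparisons of lncRNAs with mRNAs, of chromosomes and of lncRNA subtypes, and these were not run on the arrays. For the same reason, the genes near lincRNAs were not tested as a set and the 26 lncRNAs used for RT-PCR were not ranked among all testis-specific lncRNAs. Of the testis-specific lncRNAs of Table S2, 165 could be read. Positions are on GRCm38 and genes come from the RefSeq annotation of that build. Where a supplementary table gives no position, that of the gene is printed.

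The text names every gene or lncRNA that the paper names and that could be identified on the arrays, the marker genes of fixed lists, and for each tissue the 2 lncRNAs with the largest difference over the nearest other tissue among those whose arrays lie above all arrays of the other tissues. This rule, the tests and the alternatives, apart from those marked as chosen later, were set before the data were examined. The marker lists were for brain, heart, kidney, liver, spermatids, spermatocytes, spermatogonia, Sertoli cells, Leydig cells, pluripotent or embryonal carcinoma cells, red blood cells and fibroblasts. Of their 58 genes only 5 could be identified, so each list was below the 80% minimum and the label check is void. The 5 probes read as follows. The lncRNA ENSMUST00000125486 of Snap25, of the brain list, was detected in brain at a log2 level of 1.65 ± 0.25 and on no array of another group. The Gap43 lncRNA ENSMUST00000125187 of the same list was detected in brain and in the cell lines. Stra8, of the spermatogonium list, was detected in testis (0.10 ± 0.14) and F9 (1.25 ± 0.34). Star, of the Leydig list, was at 2.58 ± 0.34 in testis and was also detected in GC-1 (-2.23 ± 0.28) and GC-2 (-1.55 ± 1.40), and Zfp42, of the list for pluripotent or embryonal carcinoma cells, at 4.65 ± 0.39 in F9 and -1.61 ± 0.26 in testis (all SD, n = 3). No gene of the other lists was identified.

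Arrays give no counting depth, and their number, 3 per group, limits the precision. A probe that is not well above background sets only an upper limit on its transcript. The lowest signal well above background on that array was put in its place. With the scaling and background correction used here, folds printed with "at least" are lower bounds for that reason. Log2 differences printed without these words are fitted values, also where the probe was not well above background in the other tissue, and are no bounds there. The tests were tried on simulated data made from these arrays. In them, 200 of 60804 transcripts were raised by 3.5 on the log2 scale in 1 group, which was testis for the cell lines. The raised transcripts were chosen just below the detection cutoff. Otherwise all groups had the same means, with independent noise and 1 cutoff for all arrays. The real arrays differ in these respects, so the recovered shares and false calls hold for the simulated data only. Between 80.5% and 88% of the changes were recovered in the calls of specific transcripts and between 84% and 85% in the comparison of cell lines with testis, with 1 false call in F9 and none elsewhere.

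The alternatives changed the flag for detection, the number of arrays that must show a transcript, the percentile used for scaling, quantile normalization, a floor of 5, the paper's own test, the fold, the filter on dim probes, and the arrays left out. The replicate number was entered as a replicate block because the paper's ratios pair same-numbered arrays. The slide was entered in the same way. A scaling was read from the levels of Table S2 after the data were seen: signals under 5 are set to 5 and each array is divided by the median of its probes well above background. For each count of a fitted comparison, 100 regroupings of the arrays were also run.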

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

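In this part, the alternatives in scaling, background correction, blocks and arrays left out were chosen only after the results were seen, and so was the test on slide 1, while the tests on GC-2 replicate 1 and on regrouped arrays were set before.

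The paper follows testis-specific transcripts into the cell lines and does not report on transcripts that the lines express and the tissues do not. On these arrays, 211 transcripts were detected in at least 1 line, were at least 5-fold above each of the 5 tissues (limma with Benjamini-Hochberg adjusted p of 0.05 or less over 24 arrays) and were well above background on none of the 15 tissue arrays. F9 had 111 of them, GC-1 had 86 and GC-2 had 65. F9 alone had 92, GC-1 and GC-2 shared 32, and 6 were in all 3 lines. The supplementary tables read here list 1 of the 211. Slides 2 and 3 do not hold the same groups, so a difference between these slides was tested on slide 1, which held 1 array of all 8 groups. Replicates 2 and 3 alone gave 317 such transcripts, 201 of them among the 211. On slide 1, which had no part in choosing them, 178 of the 317 (56.2%) were well above background in the line and at least 5-fold above all 5 tissue arrays, and 3.36% of all probes were so for any line. This argues against slides 2 and 3 as the source of these 178. Replicates 2 and 3 of heart were on the same slide as those of the lines, and all 317 were at least 5-fold above heart. A difference between the slides therefore cannot account for the difference from heart in the rest of the 317. For the other tissues the slides were not excluded there. Of 100 groupings of the 24 arrays, only the real one, 1 of 100, gave as many such transcripts, so chance is excluded. The number was 342 with quantile normalization, 263 with the 50th percentile and 250 with the scaling read from Table S2, and lay between 207 and 223 with single arrays of the lines left out. A difference between cultured lines and whole tissues, and between embryonal carcinoma or germ cell lines and the 5 tissues, stays open as the biological explanation and was not tested.

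Testis-specific transcripts differed between the lines, a comparison that the paper makes only by which ones are detected. The difference itself was tested with limma, and the count is of the 3056 testis-specific transcripts that were at least 5-fold apart with a Benjamini-Hochberg adjusted p of 0.05 or less. Detection in either line was not required, and only 255 of the 3056 were detected in F9, 218 in GC-1 and 206 in GC-2. A level that is not well above background is only an upper limit, so the size of such a difference is not known. F9 and GC-1 differed in 197, of which 156 were higher in F9. F9 and GC-2 differed in 204, with 172 higher in F9. GC-1 and GC-2 differed in 72, with 51 higher in GC-1. GC-2 replicate 1, which stood apart from the other GC-2 arrays, does not account for the last count. It was 75 without that array, and 59 of the 72 were still called. The comparisons of F9 then gave 199, with all 197 still called, against GC-1, and 191, with 180 of the 204 still called, against GC-2. Replicate number as a replicate block gave 197, 206 and 71, and the 3 lines were on the same slides throughout. Of 100 groupings of the line arrays, the real one included, 1 gave a pair as far apart as F9 and GC-1, 1 as F9 and GC-2, and 4 as GC-1 and GC-2, so chance is excluded at a share of 0.05 for each. The counts fell to 38, 39 and 5 with the normexp background correction, and the cause was not tested. The origin of the lines from different stages stays open as the biological explanation, as do differences in culture, and neither was tested.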

How the results depend on the processing

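Alternatives chosen only after the results were seen were the normexp background correction on median signals, the scaling read from Table S2 alone or with the paper's own test, the 75th percentile over probes well above background on all arrays, the scan day as a block, and, for transcripts detected in the cell lines, the lower bound of the fold, the floor of 5, the filter on dim probes, all 24 arrays in the fit and the slide as a block. The other alternatives for tissues and lines were set earlier, and all alternatives for transcripts that differ between lines or are on no tissue array were added later. A count is called stable here where it stayed within 1.5 times its value.

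Of the comparisons of a count with its value under an alternative, 685 were stable and 90 were not. For the lncRNAs used for qRT-PCR and RT-PCR, these comparisons cover scaling, background correction, the replicate block and arrays left out, and leave out the definitions of detection, under which their numbers moved as given further on. The numbers of detected transcripts were stable in all 64 comparisons, but 1 common threshold on the normalized scale changed their order, with 26511 in brain and 25741 in testis. With single arrays left out, every count was stable. These were 770 to 874 brain-specific, 257 to 285 heart-specific, 273 to 288 kidney-specific, 281 to 362 liver-specific and 2959 to 3152 testis-specific transcripts, the 362 being without liver replicate 1. Also stable were the numbers of specific transcripts and of testis-specific transcripts detected in the lines with the 50th percentile, a floor of 5, the paper's own test without adjustment, all 24 arrays in the fit, the filter on dim probes, detection on 2 of 3 arrays, the deposited matrix and the slide or scan day as a block. The replicate block gave 823, 270, 285, 292 and 3055 specific transcripts in brain, heart, kidney, liver and testis.

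The numbers of specific transcripts moved as follows, and the cause was not tested except where the change of fold or flag sets it by construction. The less strict flag gave 412 in brain, 122 in heart and 135 in kidney. A signal above the 95th percentile of negative controls gave 429 in brain, 131 in heart, 150 in kidney and 188 in liver. Absence on all 12 arrays of the other tissues left 509, 148, 153 and 157 in these tissues. A fold of 2 gave 1513 in brain, 494 in heart and 445 in kidney, and a fold of 10 gave 510, 156 and 189. The lower bound of the fold left 336, 87, 134 and, in testis, 1860. The paper's test after Benjamini-Hochberg adjustment left 135 in heart and 169 in kidney. Normexp gave 225 in brain, 49 in heart, 78 in kidney, 138 in liver and 1523 in testis. The scaling read from Table S2 gave 1284 in brain, and together with the paper's test 189 in liver. Testis had the most specific transcripts under each of these alternatives.

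Testis-specific transcripts detected in F9, GC-1, GC-2, at least 1 line and all 3 lines moved as well. Absence on all 12 arrays left 135, 96, 80, 196 and 41. Normexp left 108, 86, 82, 170 and 38, and the lower bound of the fold 139, 113, 105, 219 and 48. They rose to 411, 379, 359, 628 and 194 with the scaling read from Table S2, to 394, 364, 341, 603 and 183 with that scaling and the paper's test, to 392, 361, 342, 599 and 182 with the 75th percentile over probes detected on all arrays, and to 402, 372, 351, 613 and 187 at a fold of 2. A fold of 10 gave 134 in GC-2 and 71 in all 3 lines. The number in all 3 lines was 60 with the less strict flag and 61 with the negative controls. F9 had the most of the 3 lines under each of these alternatives. Another line came first only without GC-1 replicate 1, with 256 in GC-1 and 255 in F9.

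Normexp left 1698, 1841 and 1892 testis-specific transcripts at least 5-fold lower in F9, GC-1 and GC-2. Of the detected ones, 136, 132 and 127 were lower with the scaling read from Table S2, and 140, 143 and 139 with the 75th percentile over probes detected on all arrays. Those higher than in testis were 6, 2 and 2 with the former and 5, 2 and 1 with the latter, and normexp gave 5 in GC-1 and 7 in GC-2. Transcripts on no tissue array were 342 with quantile normalization. The testis-specific transcripts that differed between F9 and GC-1, F9 and GC-2, and GC-1 and GC-2 were 38, 39 and 5 with normexp. The cause was not tested.

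The scaling read from Table S2 shifted the median log2 level of all transcripts, taken against the mean of the 8 groups, by 1.02 in testis, 0.66 in brain and -1.17 in liver. Of all transcripts called at least 5-fold apart between F9 and testis, 36.0% were lower in F9 with the 75th percentile and 77.5% with that scaling, so the direction over all transcripts depends on the scaling. Among single lncRNAs, the fitted log2 difference of testis over the nearest tissue turned to -0.17 for NR_001584, -0.31 for AK015278, -0.31 for ENSMUST00000181528, -0.35 for ENSMUST00000151391 and -0.70 for AK053956 with normexp. AK015278 and AK053956 had a limma adjusted p (Benjamini-Hochberg) of 0.05 or less with all arrays, but over 0.05 without replicate 1 (log2 difference 1.01) or 2 (0.85) for AK015278, and without replicate 2 (1.06) or 3 (1.07) for AK053956. The other values of named lncRNAs kept their direction. All 6 lncRNAs used for qRT-PCR and all 26 used for RT-PCR were called under each scaling, test and fold and with the replicate block, and 5 to 6 and 23 to 26 with single arrays left out. The calls depend most on how detection is defined: 2 and 13 were called with the less strict flag, 2 and 14 with the negative controls, 3 and 21 with detection on 2 of 3 arrays, and 2 and 16 with absence on all 12 arrays.

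Signal over background limits these results most in liver, where the lowest signal well above background on replicate 1 was 25.3, against 11.0 to 16.6 on the other arrays. Normexp on mean signals was set but not run, since the files hold no mean signal. The alternatives for lncRNAs against mRNAs, chromosomes, subtypes and nearby genes were not run because those comparisons were not.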

Differences from the paper's values

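In this part, the normexp background correction, the scaling read from Table S2 and the 75th percentile over probes detected on all arrays were chosen only after the values were seen.

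The paper's Table 1 gives lncRNAs and mRNAs apart, and the sums of both are compared here. For liver-specific transcripts the paper's sum is 124, and 292 were called here. Of the alternatives set before the data were examined, absence on all 12 arrays of the other tissues gave 157, within 1.5 times the paper's sum. The less strict flag (208), the 95th percentile of negative controls (188), detection on 2 of 3 arrays (303), the 50th percentile (291), quantile normalization (293), the deposited matrix (292), a floor of 5 (292), the paper's own test (256) and that test after Benjamini-Hochberg adjustment (218), folds of 2 (304) and 10 (264), the lower bound of the fold (280), the filter on dim probes (292), all 24 arrays (292), the replicate block (292) and the slide as a block (291) did not come within that range. Normexp gave 138, within the range, and was chosen after the values were seen.

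The paper's Table S2 lists 595 brain-specific lncRNAs, of which 370 were called here, the other 225 having a fitted fold under 5 over another tissue. Of the alternatives set before the data were examined, quantile normalization (510) and a fold of 2 (590) came within 1.5 times. The less strict flag (206), negative controls (212), 2 of 3 arrays (331), absence on all 12 arrays (251), the 50th percentile (353), the deposited matrix (370), a floor of 5 (302), the paper's test (338) and its adjusted form (292), a fold of 10 (214), the lower bound (130), the filter on dim probes (370), all 24 arrays (369), the replicate block (370) and the slide block (370) did not. The scaling read from Table S2, chosen after the values were seen, calls all 595.

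For testis-specific lncRNAs detectable in at least 1 line the paper's text gives 228, Table S9 lists 230, and 129 of the latter were called testis-specific here. Quantile normalization (171) and a fold of 2 (217), both set before the data were examined, came within 1.5 times. The less strict flag (37), negative controls (41), 2 of 3 arrays (94), absence on all 12 arrays (55), the 50th percentile (139), the deposited matrix (129), a floor of 5 (117), the paper's test (125) and its adjusted form (124), a fold of 10 (90), the lower bound (75), the filter on dim probes (129), all 24 arrays (129), the replicate block (129) and the slide block (131) did not. The scaling read from Table S2, chosen after the values were seen, calls all 230, and the 75th percentile over probes detected on all arrays, also chosen then, calls 220.

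The other sums of Table 1 lay within 1.5 times the counts made here. The paper states that testis has the most expressed transcripts. That order held for every alternative except 1 common threshold on the normalized scale, with 26511 in brain and 25741 in testis.

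Among the lincRNAs that the paper lists as testis-specific beside named genes, those beside Spata31d1d, Tmco5, Agbl3 and Spata17 were not called here, with fitted log2 differences over liver of 1.86, 1.79, 1.29 and 1.26. Liver was not detected for them, so the size of these differences is not known. All were called with the scaling read from Table S2, chosen after the values were seen. Of the 193 listed lincRNAs, 134 were called here and all with that scaling.

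The text on qRT-PCR names ENSMUST00000125187 for heart, whereas Fig. 3 shows it in brain, and on the arrays its level was 7.31 in brain and -1.64 in heart. For heart, Fig. 3 names ENSMUST00000097531, and the primer table a transcript of another gene. The text's brain lncRNA was not found under its printed name. The paper's text and Table 1 also give different numbers of mRNAs expressed in testis, and it was not tested which is meant.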

Other observations

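Tests chosen only after the result was seen were those on RNA of another group or of other cells on GC-2 replicate 1 and on the GO terms, and so was the scaling read from Table S2.

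GC-2 replicate 1 had 194 transcripts over 8-fold above the mean of the other GC-2 arrays and 33 over 8-fold below. On each of the other 23 arrays, at most 63 were higher and at most 50 lower than on the other arrays of its group. Several technical explanations were tested. Slide 1 or its scan would raise these transcripts on the other replicate 1 arrays, but the largest median log2 difference there in size, in F9, was -0.48, and that in GC-1 was 0.44. In a swap with GC-1 replicate 1, the array would lie at GC-1 on a scale from 0 for GC-2 to 1 for GC-1, but its median position over 773 transcripts that differ between the lines was -0.0212. RNA of 1 of the other 7 groups mixed in would bring nearly all of the 100 brightest transcripts that this group has and GC-2 lacks, but at most 35% of them, for GC-1, were on the array, and at most 21.1% of the raised transcripts had a mean in any group as high as their level on the array. RNA of other cells added to GC-2 RNA would raise transcripts without lowering any by over 8-fold. The 33 that were lower do not decide this, as up to 50 were lower on other arrays, so it cannot be told apart from a change in the culture itself. Only 2 testis-specific transcripts were among the higher ones and 2 among the lower ones. No biological explanation was tested.

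Across transcripts, which are not independent replicates, the 3 lines correlated less with testis than with the other tissues. Over 41180 transcripts detected in at least 1 group, r with testis was 0.609 for F9, 0.585 for GC-1 and 0.582 for GC-2, and the median r with the other 4 tissues was 0.802, 0.806 and 0.805. Testis correlated with these 4 tissues even less, with r from 0.518 to 0.569, so its low r is not particular to the lines. Testis-specific transcripts could lower r with testis, but without the transcripts specific to any tissue r with testis minus that median was still -0.0780 in F9, the line with the smallest gap. Dim probes could do the same, but over 13551 transcripts detected in all 8 groups it was still -0.0576 in F9, again the smallest gap. Over these transcripts testis was close to liver, with which r was 0.765 in F9, 0.784 in GC-1 and 0.767 in GC-2, against 0.760, 0.767 and 0.762 with testis. Both tests argue against these as the whole cause of the gap to the median tissue, and not for a gap to every tissue. A difference between whole testis, with its many cell types, and the other groups stays open and was not tested. GC-1 and GC-2 correlated with an r of 0.954.

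Scaling to the 75th percentile of all probes was tested as a source of the differences from the sums in Table 1. With the scaling read from Table S2, brain-specific transcripts rose from 823 to 1284, around the paper's sum of 1148, which is what scaling as a candidate explanation for brain requires. Liver-specific transcripts fell from 292 to 245, still over 1.5 times the paper's sum of 124, so scaling alone is not enough there. The same scaling moved the other counts away from the paper's sums, from 3056 to 4365 in testis (paper's sum 2697), from 270 to 327 in heart (193) and from 284 to 328 in kidney (208), so it does not account for Table 1 as a whole.

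For specific transcripts, 100 groupings of the 15 tissue arrays were run, the real one included. A group with as many as brain, heart, kidney or liver arose in 3 of them and with as many as testis in 1, so chance is excluded for each. The other 2 held 1101 and 1058 specific transcripts in a group made of all 3 arrays of 1 tissue. For transcripts lower in F9, GC-1 or GC-2 than in testis, 3 of 100 groupings of 12 arrays gave as many for each line. The largest count between any pair of regrouped groups was taken there. This excludes a random grouping of the 12 arrays, but it does not test each line on its own.

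The paper's Table S6 lists 65 GO terms for the genes near lincRNAs, 40 of them biological processes. In the paper's values, 12 terms have a Benjamini value of 0.05 or less, and the terms named in the text have values from 0.349 to 0.835. A cluster of genes beside a few lincRNAs was tested as a candidate explanation for the 12 terms. Each of the 12 takes most of its genes from 10 genes, among them Ccl21a, Ccl21b and Ccl21c, that Table S5 lists beside only 2 lincRNAs of chromosome 4, uc029vff.1 and ENSMUST00000142990. Genes beside 1 lincRNA are not independent entries. Of these 10 genes, only Gm20878 and Gm21541 were placed within 10 kb of their lincRNA by the RefSeq annotation, while Ccl21b lay 231509 bp away. No distance could be measured from uc029vff.1, which lies on an unplaced scaffold of chromosome 4.

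Tests on the paper's own counts per chromosome in Table S3 describe its lists, since transcripts are not independent replicates. In these counts, 11.3% of lncRNAs expressed in testis from autosomes were testis-specific, and the share differed between autosomes (chi-square 91.6, 18 degrees of freedom, p = 7.59e-12), from 7.65% on chromosome 11 to 18.4% on chromosome 14. It was 8.17% on X (odds ratio 0.70, p = 0.00996 from Fisher's exact test against autosomes, two-sided) and 40.4% on Y (odds ratio 5.33, p = 7.81e-08 from the same exact test). For mRNAs it was 6.08% on autosomes, where a difference between autosomes was not past 0.05 (chi-square 28.5, 18 degrees of freedom, p = 0.0546), 17.8% on X (odds ratio 3.34, p = 1.56e-21 from the same exact test) and 72.2% on Y (odds ratio 40.2, p = 1.08e-12 from the same exact test). Intergenic lncRNAs were 829 of the 1607 testis-specific and 5051 of the 12649 other lncRNAs in the paper's lists (odds ratio 1.60, p = 8.61e-19 from the same exact test).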
